# Genome-wide transcriptomic analysis of the forebrain of postnatal *Slc13a4*^+/−^ mice

**DOI:** 10.1186/s13104-021-05687-5

**Published:** 2021-07-13

**Authors:** Tracey J. Harvey, Raul Ayala Davila, Diana Vidovic, Sazia Sharmin, Michael Piper, David G. Simmons

**Keywords:** Forebrain, RNA-sequencing, *Slc13a4*, Sulfate

## Abstract

**Objective:**

Sulfation is an essential physiological process that regulates the function of a wide array of molecules involved in brain development. We have previously shown expression levels for the sulfate transporter *Slc13a4* to be elevated during postnatal development, and that sulfate accumulation in the brains of *Slc13a4*^+/−^ mice is reduced, suggesting a role for this transporter during this critical window of brain development. In order to understand the pathways regulated by cellular sulfation within the brain, we performed a bulk RNA-sequencing analysis of the forebrain of postnatal day 20 (P20) *Slc13a4* heterozygous mice and wild-type litter mate controls.

**Data description:**

We performed an RNA transcriptomic based sequencing screen on the whole forebrain from *Slc13a4*^+/−^ and *Slc13a4*^+/+^mice at P20. Differential expression analysis revealed 90 differentially regulated genes in the forebrain of *Slc13a4*^+/−^ mice (a *p*-value of 0.1 was considered as significant). Of these, 55 were upregulated, and 35 were downregulated in the forebrain of heterozygous mice. Moreover, when we stratified further with a ± 1.2 fold-change, we observed 38 upregulated, and 16 downregulated genes in the forebrain of heterozygous mice. This resource provides a useful tool to interrogate which pathways may require elevated sulfate levels to drive normal postnatal development of the brain.

## Objective

Sulfate is an abundant anion in circulation, and its enzymatic conjugation (sulfation) to a variety of molecules is a biotransformation widely utilised to regulate biological activity [1]. Within the developing brain, sulfation reactions alter the functions of extracellular matrix components, in turn regulating local growth factor interactions critical for neurogenesis or perineuronal net formation [2, 3]. Sulfate is also a substrate for brain cerebrosides and neurotransmitters [1]. To provide sufficient sulfate for these critical sulfation reactions, cells either metabolize sulfur-containing amino acids to release intracellular sulfate, or uptake inorganic sulfate across the plasma membrane via transporters. The maintenance of a low ratio of cerebrospinal fluid (CSF)/serum sulfate level indicates the selective transport of sulfate to maintain brain levels within a tight range [4]. Yet despite its importance, sulfate levels are not typically measured clinically, and therefore the contribution of sulfate deficiencies to neurodevelopmental disorders and disease is poorly appreciated and understood.

Recently, we reported that haploinsufficiency for the sulfate transporter *Slc13a4* resulted in abnormal social behaviours, memory deficits and altered neurogenesis in mice [5, 6]. SLC13A4 is expressed predominantly within the choroid plexus and pia mater of the brain, in an orientation that suggests a role in transporting sulfate from the blood into the CSF [5]. Expression of this transporter therefore appears counter to the notion that sulfate is actively pumped out of the CSF [1]. Nevertheless, *Slc13a4*^+/−^ mice, when injected systemically through the tail vein, accumulate ~ 50% less radiolabelled sulfate within their brains than do *Slc13a4*^+/+^ mice [5]. Fitting with the model of active transport of sulfate out of the CSF, SLC13A4 activity is not essential for adult brain function, as conditional deletion of *Slc13a4* in adult mice does not result in the onset of cellular or behavioural phenotypes. However, deletion of one *Slc13a4* allele in early postnatal development does result in the onset of abnormal social behaviours, memory deficits and increased neurogenesis, suggesting elevated sulfate transport into the brain is critical during early developmental stages of brain formation [5]. Indeed, gene expression analysis indicates that expression of multiple sulfate transporters peak in postnatal mouse development [5], implying a critical role for sulfate availability and metabolism during this developmental window. In line with this, newborn humans have higher serum sulfate levels than children at 3-years of age or adults [7].

The question remains: what critical pathways require elevated sulfate availability during the postnatal period for normal brain development? To address this question, we have undertaken an unbiased RNA-Seq screen to compare the transcriptome of the forebrain of *Slc13a4*^+/−^ mice to control *Slc13a4*^−/−^ littermates at postnatal day 20.

## Data description

The rationale behind this profiling experiment was to understand the differential gene expression that arise during postnatal development in the mouse forebrain when one allele of *Slc13a4* gene is absent. To do this, *Slc13a4*^+/−^ mice and control wild-type littermates were used. These mice were maintained on a C57BL6 background. 

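Forebrain RNA was sequenced at P20 from 3 *Slc13a4*+/- mice (named Nas2Del_Het_1024, Nas2Del_Het_1025 and Nas2Del_Het_1027 by the submitters) and from 3 wild-type mice (Nas2Del_WT_1016, Nas2Del_WT_1018 and Nas2Del_WT_1026). *Slc13a4* encodes a sodium-coupled sulfate transporter of the plasma membrane. The whole forebrain was taken, so each value is an average over neurons, glia, blood vessels and the choroid plexus. The libraries were stranded and depleted of rRNA, and the authors quantified them with Salmon (v1.2.0). For each mouse they deposited the estimated counts, the TPM values and the effective lengths of 117135 transcripts. The transcript set and the genome build behind the Salmon index are not given in the sources used here. The estimated counts summed to 69260309 to 78070813 in the *Slc13a4*+/- mice (median 74953724). In the wild-type mice they summed to 60340337 to 80410582 (median 66690797). Of the transcripts, 115973 were assigned to genes by their identifiers in the GENCODE M21 annotation of GRCm38. The other 1162 took 0.620% to 0.645% of the counts of a mouse and were left out. The counts were summed per gene and rounded, which gave 35523 genes. Of these, 17096 had enough counts to be tested by the quasi-likelihood test of edgeR after TMM normalization. The Wald test of DESeq2, which the paper names, was run beside it. The paper imported the counts with tximeta at its defaults and estimated size factors. It does not state offsets, and the average transcript lengths used as offsets here are inferred from that import. Salmon divides reads that match several transcripts between them by a model, so counts of similar sequences depend on each other.

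Genotype was not the main difference between the mice. The first principal component of the 500 most variable genes held 39.6% of their variance and had mice of both genotypes on either side of 0. The genotypes lay on opposite sides of 0 on the third, which held 16.3%. Wild-type mouse Nas2Del_WT_1026 lay furthest from 0 on the first, at -27.7. Its chi-square per gene, a measure of how far the counts of a pair of mice differ, was 39.9 against Nas2Del_WT_1016 and 34.2 against Nas2Del_WT_1018. That pair had 7.08 between them, and pairs of different genotype had 14.08 to 22.25. Wild-type mouse Nas2Del_WT_1016 had a CPM (counts per 1000000 counts of the mouse) of 105 for the Y-linked gene *Ddx3y*, and each of the other 5 mice had at most 0.033. The sex of the mice is not given in the sources used here. Annotated retained-intron transcripts took 2.20% ± 0.22 (SD, n = 3) of the counts in the *Slc13a4*+/- mice and 1.88% ± 0.11 (SD, n = 3) in the wild-type mice. Every *Slc13a4*+/- value lay above every wild-type value (exact permutation test, two-sided p = 0.1, the smallest p that 3 mice against 3 allow).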

To generate *Slc13a4*^+/−^ mice, *Slc13a4*^+/−^ male mice were crossed to wild-type female mice. Polymerase chain reaction (PCR) was used to identify the genotype of the offspring (PCR primers are available on request). P20 *Slc13a4*^+/−^ and control mice were cervically dislocated and whole brains were removed and placed on ice. The forebrain was isolated and snap frozen using dry ice. An RNeasy Micro Kit (QIAGEN) was used to extract total RNA from these samples, and 5–10 μg RNA in a total volume of 20 μl was sent to the Institute for Molecular Biosciences Sequencing Facility (The University of Queensland). The sequencing facility assessed sample quality using a Bioanalyzer. All samples passed the quality control with an RNA integrity number > 8. A second analysis was performed to measure the purity of the RNA using a spectrophotometer to determine the OD 260/280 ratio; all samples had values ~ 2.

RNA-Seq libraries were prepared using the Illumina TruSeq Stranded Total RNA LT (Ribo-Zero Gold) Sample Prep Kit (Illumina, RS-122-2301/RS-122-2302), according to the standard manufacturer’s protocol (Illumina, 15031048 Rev. E October 2013) described briefly as follows. To enrich for mRNA, 1 µg of total RNA was depleted of rRNA using Ribo-Zero Gold. The enriched mRNA was then subjected to a heat fragmentation step aimed at producing fragments between 130 and 290 base pairs (average 185 base pairs). cDNA was synthesised from the fragmented RNA using SuperScript II Reverse Transcriptase (Invitrogen, 18064014) and random primers. The resulting cDNA was converted into dsDNA in the presence of dUTP to prevent subsequent amplification of the second strand and thus maintaining the ‘strandedness’ of the library. Following 3’ adenylation and adaptor ligation, libraries were subjected to 15 cycles of PCR to produce libraries ready for sequencing. The libraries were quantified on the Perkin Elmer LabChip GX with the DNA High Sensitivity Reagent kit (Perkin Elmer, CLS760672). Libraries were pooled in equimolar ratios, and the pool was quantified by qPCR using the KAPA Library Quantification Kit—Illumina/Universal (KAPA Biosystems, KK4824) in combination with the Life Technologies Viia 7 real time PCR instrument.

Bulk RNA-sequencing was performed using the Illumina NextSeq500 (NextSeq control software v2.1.0/Real Time Analysis v2.4.11). The library pool was diluted and denatured according to the standard NextSeq protocol (Document # 15048776 v02) and sequenced to generate paired-end 76 base pair reads using a 150 cycle NextSeq500/550 High Output reagent Kit v2 (Illumina, FC-404-2002). After sequencing, fastq files were generated using the bcl2fastq2 (v2.18.0, demultiplexed option used, available from Illumina) and received from the Institute for Molecular Bioscience Sequencing Facility (University of Queensland). Salmon (v1.2.0; validate mappings and gcBias options used) [8] was used for quantifying transcript abundance. The count data was loaded into R (v4.0.3) using tximeta (v1.8.3; default import option used) [9]. Differential gene expression analysis between *Slc13a4*^+/−^ and wild-type samples was carried out in R using the DeSeq2 pipeline (v1.30.0; estimate size factors and walt test options used) [10]. Gene expression levels between *Slc13a4*^+/−^ and wild-type samples were compared using Wald test as implemented in the DESeq2 pipeline. *p*-values were corrected using Benjamini–Hochberg adjustment. A statistically significant difference in gene expression between cohorts was represented by an adjusted *p*-value < 0.1. Furthermore, to stratify differentially expressed transcripts, a fold change cut-off of >  ± 1.2 was employed.

The data repositories where the work presented in this manuscript can be found are listed in Table 1. The raw sequencing files have also been lodged, and are available at GEO (Data set 1) [11]. Differential gene analysis revealed 90 differentially regulated genes in the forebrain of *Slc13a4*^+/−^ mice (Data file 2) [12]. Of these, 55 were upregulated, and 35 were down downregulated in comparison to controls (Data file 3) [13].

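*Slc13a4* was lower in each of the 3 *Slc13a4*+/- mice than in any of the 3 wild-type mice. Its level was 5.86 ± 0.62 CPM (SD, n = 3) in the *Slc13a4*+/- forebrain and 9.35 ± 1.10 (SD, n = 3) in the wild-type forebrain, after TMM normalization. The log2 fold change was -0.67 (SE 0.11), with an adjusted p of 0.499 in edgeR's quasi-likelihood test. In the DESeq2 Wald test it was -0.63 (SE 0.13), with an adjusted p of 0.0024. The gene (ENSMUSG00000029843) lies on the minus strand of chromosome 6 of GRCm38, from 35267957 to 35308131. Most of its counts fell on the transcript ENSMUST00000031868, which has 16 exons. That transcript had 392 to 438 estimated counts in the *Slc13a4*+/- mice and 552 to 678 in the wild-type mice. The other two transcripts of the gene had at most 21.8 estimated counts in any mouse. The paper's text does not say which part of the gene the deleted allele lacks, so counts from it cannot be separated from those of the intact allele. Of 61 tested genes within 5 Mb of *Slc13a4*, edgeR called 0, with 3 at an unadjusted p under 0.05. DESeq2 called 0 of 63. Without wild-type mouse Nas2Del_WT_1026, edgeR called 1 of these neighbours and gave *Slc13a4* an adjusted p of 0.059. Over all settings tried, the adjusted p of *Slc13a4* from edgeR, DESeq2 or limma ran from 0.00019 to 0.86.

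**Figure D1:**
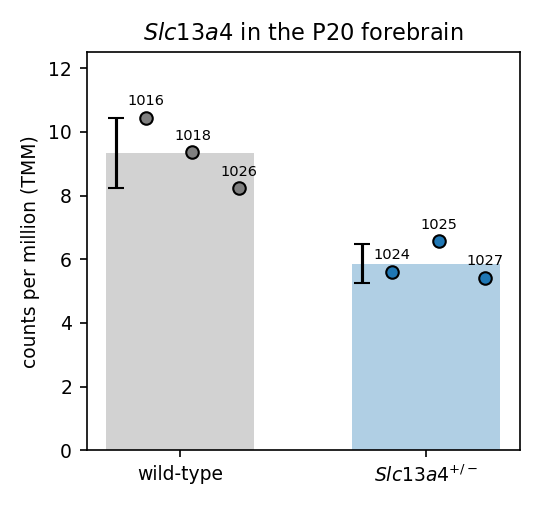
CPM of *Slc13a4* after TMM normalization (y axis) in the P20 forebrain of each mouse. Points are mice with the numbers that end their names, bars are means and error bars are SD (n = 3 per genotype); all 3 *Slc13a4*+/- mice lie below all 3 wild-type mice.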

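At the paper's threshold of an adjusted p under 0.1, the DESeq2 Wald test called 86 of 17659 genes between the genotypes. The quasi-likelihood test of edgeR called 1 gene, *Eed*, which encodes a core subunit of a Polycomb repressive complex. The changes were small, with a median size of 0.30 on the log2 scale over the 86 genes. Of the 86, edgeR tested 85, and 69 of those had an unadjusted p under 0.05 in the same direction. Over all genes tested by edgeR, 1565 had an unadjusted p under 0.05, and the smallest adjusted p after that of *Eed* was 0.499. The 3 *Slc13a4*+/- values lay all above or all below the 3 wild-type values for 15% of the tested genes. Chance gives 10% on average over the ways to split the mice. The share in other splits was not counted, so whether 15% is more than other groups of these mice give was not tested. Leaving out wild-type mouse Nas2Del_WT_1026 raised the calls to 223 in edgeR and 720 in DESeq2, and leaving out wild-type mouse Nas2Del_WT_1016 gave 5 in edgeR and 34 in DESeq2. Leaving out mouse Nas2Del_Het_1025 or mouse Nas2Del_Het_1027 gave 45 in DESeq2, and leaving out mouse Nas2Del_Het_1024 or mouse Nas2Del_WT_1018 gave 2 in edgeR.

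*Eed* (ENSMUSG00000030619) lies on chromosome 7 of GRCm38, from 89954654 to 89980983. It had 8.01 ± 0.26 CPM (SD, n = 3) in the *Slc13a4*+/- mice and 1.34 ± 0.18 (SD, n = 3) in the wild-type mice. The log2 fold change was 2.58 (SE 0.10, adjusted p = 5.29e-05 from edgeR). It was 1.39 with an adjusted p of 0.14 in edgeR with average transcript lengths as offsets, and the adjusted p ran down to 2.65e-79 over the other settings of edgeR and DESeq2. The transcript ENSMUST00000107234, with 12 exons and 2067 bases, had 377 to 542 estimated counts in the *Slc13a4*+/- mice and 0 in each wild-type mouse. A transcript of 2060 bases that has no gene in the annotation, ENSMUST00000238981, had 0 in each *Slc13a4*+/- mouse and 429 to 491 in the wild-type mice. Added together, the CPM of both transcripts had a log2 ratio of -0.14 (SE 0.14) between the genotypes. How much of the sequence the transcripts share was not tested here.

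**Figure D2:**
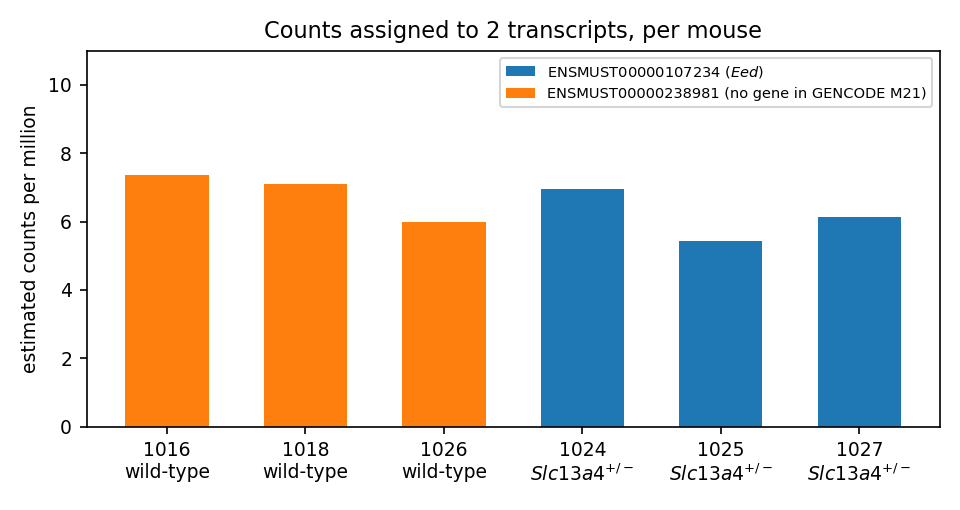
Estimated CPM without normalization (y axis) of the main *Eed* transcript and of the transcript without a gene in the annotation, for each of the 6 mice. Every *Slc13a4*+/- mouse has counts on the first alone and every wild-type mouse on the second alone.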

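Whether more genes were higher or lower in the *Slc13a4*+/- forebrain depended on the setting. The DESeq2 Wald test called 53 higher and 33 lower with length offsets (36 and 14 by more than 1.2-fold), 26 higher and 29 lower without them, and 14 higher and 31 lower with them but without Nas2Del_Het_1025. In edgeR, 1 gene was called higher and 0 lower, with 852 higher and 713 lower at an unadjusted p under 0.05. The *Slc13a4*+/- values lay all above the wild-type values for 1241 genes and all below for 1316. Among the genes with the smallest p in edgeR, 10 in each direction were taken by a fixed rule. DESeq2 with length offsets called 8 of the 10 lower genes and 5 of the 10 higher genes.

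Of the lower genes, *Vwa1*, which encodes a matrix protein, had 27.7 ± 1.08 CPM (SD, n = 3) in the *Slc13a4*+/- mice and 34.1 ± 0.95 (SD, n = 3) in the wild-type mice. Its log2 fold change in edgeR was -0.30 (SE 0.04), and its adjusted p was 0.499 in edgeR and 0.0052 in DESeq2. *P4ha1*, a subunit of the prolyl hydroxylase of collagen, had 67.0 ± 0.79 (SD, n = 3) and 82.5 ± 4.56 (SD, n = 3). Its log2 fold change was -0.30 (SE 0.05), with an adjusted p of 0.499 in edgeR and 6.1e-04 in DESeq2. *Dusp4*, a phosphatase of MAP kinases, had a log2 fold change of -0.36 (SE 0.06), and *Trib2*, a pseudokinase, one of -0.23 (SE 0.05), both with an adjusted p of 0.023 in DESeq2. The values were -0.22 for *Samd14* (DESeq2 adjusted p 0.073) and -0.21 for the imprinted gene *Peg10* (DESeq2 adjusted p 0.092), and DESeq2 no longer called either once retained-intron transcripts were left out, at log2 fold changes of -0.21 and -0.20 (adjusted p 0.12 and 0.15). *Nkd1*, an inhibitor of Wnt signalling, and the interferon-induced gene *Ifi27* had values of -0.24 and -0.39 and were not called by DESeq2 with length offsets (adjusted p of 0.33 and 0.51). DESeq2 called *Ifi27* without the offsets (adjusted p 0.036) and without retained-intron transcripts (0.022). Without Nas2Del_WT_1026, edgeR called all of these lower genes but *Nkd1*, with *P4ha1* at an adjusted p of 0.021 and *Vwa1* and *Ifi27* at 0.059. In the last 4 mice by number, Nas2Del_WT_1026 is the only wild-type mouse. There edgeR gave *Ifi27* -0.20, *P4ha1* -0.19, *Vwa1* -0.24 and *Dusp4* -0.34.

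Of the higher genes, *Dnah7b* encodes a heavy chain of axonemal dynein and had the largest log2 fold change after *Eed* in this set, 1.40 (SE 0.26) in edgeR. With length offsets it was 0.97 in edgeR and 0.97 (SE 0.21) in DESeq2 (adjusted p 0.0071). Its level was 3.34 ± 1.33 CPM (SD, n = 3) in the *Slc13a4*+/- mice and 1.27 ± 0.09 (SD, n = 3) in the wild-type mice, and it has close copies in the genome that may share its reads. *Guf1*, a GTPase of mitochondrial translation, had a log2 fold change of 0.24 (SE 0.04, DESeq2 adjusted p 0.025). In DESeq2 it had 0.25 with retained-intron transcripts and 0.25 without them (adjusted p 0.15). *Fam214a* had 0.29 (SE 0.05, DESeq2 adjusted p 0.042). *Zfp810* (0.37), *Dmrtc1a* (0.57), *Galnt15* (0.55) and *Atad2* (0.36) were not called by DESeq2 with length offsets, with adjusted p between 0.16 and 0.38. Without the offsets DESeq2 called *Zfp810* (adjusted p 0.0099), *Galnt15* (0.078) and *Atad2* (0.035). *Cers4*, a ceramide synthase, had 0.25 in edgeR and 0.24 in DESeq2 without length offsets (adjusted p 0.014). With the offsets it had 0.09 in edgeR and 0.08 in DESeq2 (adjusted p 0.96). Once retained-intron transcripts were left out, it had 0.28 in edgeR and -0.14 (SE 0.12) in DESeq2 with offsets. Of 52 genes called higher by DESeq2 and tested by edgeR, 39 have an annotated retained-intron transcript, as do 11 of 33 called lower and 8601 of all 17096. Without mouse Nas2Del_WT_1026, DESeq2 called 425 higher and 295 lower. EdgeR then called 132 higher and 91 lower, among them *Cers4* and *Atad2* (adjusted p 0.059 in edgeR), *Zfp810*, *Fam214a*, *Guf1* and *Galnt15*.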

**Table 1:** Overview of data files

Label	Name of data file	File types (file extension)	Data repository and identifier (DOI or accession number)
Data file 1	Sequencing data from P20 wild-type and *Slc13a4* heterozygous mouse forebrains	CEL file	https://identifiers.org/geo:GSE171765 [11]
Data file 2	Differentially expressed genes P20 forebrain *Slc13a4*^+/−^ vs *Slc13a4*^+/+^	Excel spreadsheet (.xlsx)	https://doi.org/10.6084/m9.figshare.13088978 [12]
Data file 3	Volcano plot of differentially regulated genes in *Slc13a4* heterozygous mice	png	https://doi.org/10.6084/m9.figshare.14099321 [13]

## Limitations

This work complements our previously published work [5, 6] adding to our understanding of the critical pathways required during the postnatal period for normal brain development. Moreover we have attempted to identify those pathways functioning in the presence of elevated sulfate levels during this critical window demonstrating an important role for this sulfate transporter SLC13A4 in regulating brain development. 

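Few genes that handle sulfate passed a test between the genotypes. Of 82 measured genes in 7 lists of sulfate handling, *Slc13a4* was the only one called by the DESeq2 Wald test, and edgeR called 0. At an unadjusted p under 0.05, edgeR had 2 of the 82 higher and 4 lower. The median log2 fold changes of the lists lay between -0.06 and 0.05. All 6 measured genes that make or handle the sulfate donor PAPS were below 0 (median -0.06), with an adjusted p of 0.099 from limma's camera test. *Papss2*, a synthase of PAPS, had a log2 fold change of -0.09 (SE 0.06). It was -0.06 without Nas2Del_WT_1026, and -0.13 with length offsets in both edgeR and DESeq2. With the run of the animal numbers as a covariate, which leaves Nas2Del_WT_1026 as the only wild-type mouse compared, it was -0.15. Of 10 sulfate transporters, 8 were above 0 (median 0.05, camera adjusted p 0.58), and adjusted over the list alone 1 was called lower in edgeR, *Slc13a4*. *Slc26a2*, a widely expressed sulfate transporter, had a log2 fold change of 0.12 (SE 0.07), with 0.07 without Nas2Del_Het_1025 and 0.18 without Nas2Del_Het_1027. The camera adjusted p was 0.54 for a list of sulfotransferases of chondroitin, dermatan and keratan sulfate that also holds those of protein tyrosine (*Tpst1* and *Tpst2*) and of galactose (17 genes, median -0.05) and 0.60 for sulfur amino acid catabolism (17 genes, median -0.03). It was 0.92 for sulfatases (12 genes, median 0.01), 0.91 for cytosolic sulfotransferases (4 genes) and 0.96 for heparan sulfate sulfation (16 genes). For the cytosolic sulfotransferases the median was 0.05 and for heparan sulfate 0.00, while camera put both lists lower. Adjusted over the list alone, DESeq2 called 2 genes of sulfur amino acid catabolism higher and 1 lower, and edgeR called 0. The PAPS genes passed an adjusted p of 0.05 in camera with the DESeq2 statistics (0.042) and in edgeR with length offsets (0.049). Camera gave them an adjusted p of 0.66 with an estimated correlation in edgeR. Of the alternatives, 2 set the 3 *Slc13a4*+/- mice against the single wild-type mouse Nas2Del_WT_1026, which is assumed to vary like the other mice. The run of the animal numbers as a covariate sets Nas2Del_WT_1016 and Nas2Del_WT_1018 apart, and the last 4 mice alone leave them out. Against that 1 mouse, heparan sulfate sulfation passed as lower with the covariate (camera adjusted p 0.039), and the list with chondroitin sulfate passed as lower in the last 4 mice (0.026). Over all 6 mice their camera adjusted p was 0.99 and 0.89 with an estimated correlation.

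Genes of neurogenesis and immature neurons passed camera as lower with the preset correlation, but not with an estimated one. Of 14 members, 12 were below 0, with a median log2 fold change of -0.07 (camera adjusted p 0.0051). With an estimated correlation the adjusted p from camera was 0.66. Without mouse Nas2Del_WT_1026 it was 0.11 with the preset correlation, at a median of -0.08. The median was -0.05 without mouse Nas2Del_Het_1024 (camera adjusted p 0.034) and -0.11 without mouse Nas2Del_Het_1027 (2.1e-04). Against Nas2Del_WT_1026 as the single wild-type mouse it was -0.13 with the covariate and -0.11 in the last 4 mice. Heat shock genes, which react to tissue handling, were also lower (11 of 11 below 0, median -0.22, camera adjusted p 2.32e-06). So were the microglia, choroid plexus and myelin lists. With an estimated correlation the camera adjusted p was 0.28 for heat shock genes, 0.28 for microglia, 0.585 for the choroid plexus and 0.72 for myelin. At least 5 lists passed in 8 of the 10 splits of the 6 mice into groups of 3, the genotypes included. The number of lists that passed thus does not set the genotypes apart. *Nes*, which encodes the intermediate filament nestin of neural progenitors, had 14.7 ± 0.98 CPM (SD, n = 3) in the *Slc13a4*+/- mice and 18.9 ± 0.38 (SD, n = 3) in the wild-type mice. Its log2 fold change was -0.35 (SE 0.06), with an adjusted p of 0.499 in edgeR and 0.024 in DESeq2, and it was the 1 member called when adjusted over the list alone. Without Nas2Del_WT_1026 its adjusted p in edgeR was 0.092. Proliferation genes (12 genes, median -0.06, camera adjusted p 0.54) and genes of perineuronal nets (18 genes, median -0.04, camera adjusted p 0.49) did not pass the test. The perineuronal net list passed as lower only against Nas2Del_WT_1026 as the single wild-type mouse (camera adjusted p 0.0078 with the covariate and 0.0024 in the last 4 mice). Synaptic genes (18 genes, median -0.01, camera adjusted p 0.97) did not pass either, but passed as higher without mouse Nas2Del_WT_1026 (camera adjusted p 0.047) and as lower against that mouse alone (0.0010 with the covariate and 0.0012 in the last 4 mice), so the call follows 1 mouse. Perineuronal nets had a camera adjusted p of 0.86 and synaptic genes 0.99 with an estimated correlation over all 6 mice. The paper states that the work attempted to identify pathways that function under elevated sulfate in this window, and that SLC13A4 has a role in regulating brain development. It also cites increased neurogenesis after an allele is lost early after birth, whereas the neurogenesis list here had a median below 0. Neurogenesis itself was not measured here.

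**Figure D3:**
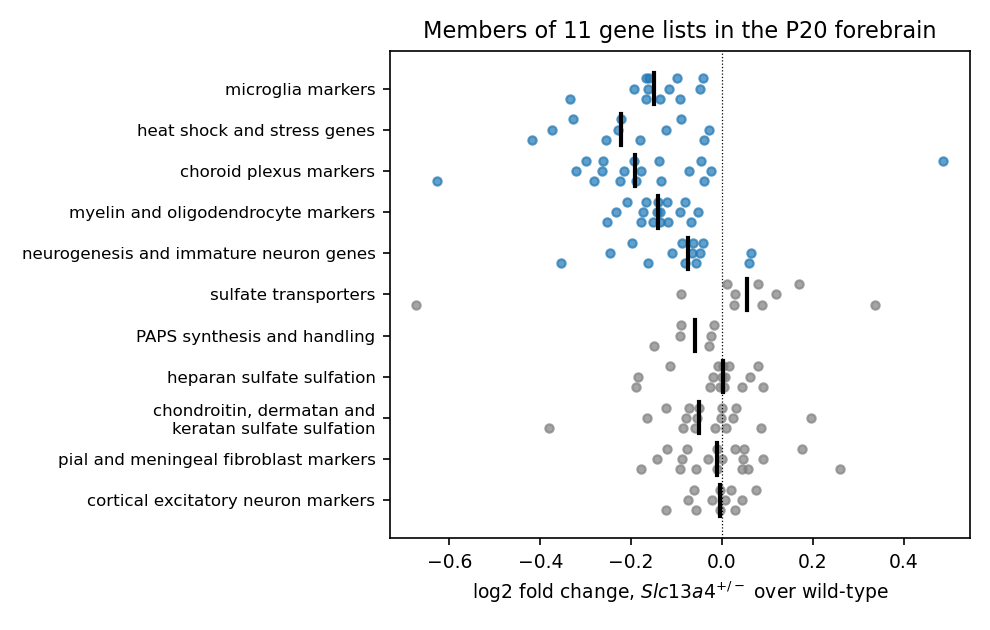
Log2 fold change of each measured member (points, x axis) in 11 of the 32 gene lists (y axis), with the list medians as vertical bars. The 5 lists in blue passed an adjusted p of 0.05 in camera with the preset correlation, all with medians below 0, and the 6 in grey did not. With an estimated correlation 0 lists passed (smallest camera adjusted p 0.28).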

There are a number of limitations to this work, however. Firstly our analysis of the transcriptomic changes in the forebrain of *Slc13a4*^+/−^ was only conducted at one postnatal age P20. Investigating consecutive ages during the early developmental window would provide further context around the genetic landscape that requires elevated sulfate levels for brain genesis. In turn, this could highlight common genes/pathways that may be essential drivers of normal brain development throughout this period. 

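Markers of the choroid plexus, of microglia and of oligodendrocytes passed camera as lower in the *Slc13a4*+/- forebrain with the preset correlation, while those of pial and meningeal fibroblasts and of neurons did not pass. The first 3 did not pass with an estimated correlation either (camera adjusted p 0.585, 0.28 and 0.72). Splits of the 6 mice that mix the genotypes also passed lists, with at least 5 in 8 of all 10 splits. Of 18 choroid plexus markers, 17 were below 0, with a median log2 fold change of -0.19 (camera adjusted p 2.47e-06, or 0.585 with an estimated correlation). The run of the animal numbers as a covariate sets Nas2Del_WT_1016 and Nas2Del_WT_1018 apart, and the last 4 mice alone leave them out. Both thus set the 3 *Slc13a4*+/- mice against the single wild-type mouse Nas2Del_WT_1026, which is assumed to vary like the others. Against it the choroid plexus median was -0.11 with the covariate and -0.10 in the last 4 mice. *Ttr*, which encodes the thyroid hormone carrier transthyretin, had 373 ± 33.6 CPM (SD, n = 3) in the *Slc13a4*+/- mice and 433 ± 3.24 (SD, n = 3) in the wild-type mice. Its log2 fold change was -0.22 (SE 0.06), with an adjusted p of 0.499 in edgeR and 0.092 in DESeq2 (0.11, at -0.21, without retained-intron transcripts). The prolactin receptor gene *Prlr* had -0.22 (SE 0.06), and *Tmem72* went the other way with 0.49 (SE 0.15), or 0.27 without mouse Nas2Del_Het_1025. Adjusted over the list alone, edgeR called 8 choroid plexus markers lower and 1 higher, and DESeq2 called 3 lower and 0 higher. The 19 pial and meningeal markers had a median of -0.01 and a camera adjusted p of 0.91. They passed as lower without mouse Nas2Del_WT_1026 (camera adjusted p 0.039), and as higher against that mouse alone (0.0015 with the covariate and 0.0016 in the last 4 mice). Over all 6 mice they had a camera adjusted p of 0.99 with an estimated correlation.

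All 12 microglia markers were below 0, with a median of -0.15 (camera adjusted p 1.62e-06, or 0.28 with an estimated correlation), and edgeR called 9 lower when adjusted over the list alone. Among them were *Fcrls* (-0.16, SE 0.04) and *C1qa* (-0.19, SE 0.05), which encodes a chain of complement C1q. Against Nas2Del_WT_1026 alone the microglia median was -0.10 with the covariate and -0.08 in the last 4 mice. All 17 markers of myelin and oligodendrocytes were below 0 as well, with a median of -0.14 (camera adjusted p 5.20e-06, or 0.72 with an estimated correlation). Adjusted over the list alone, 4 were called lower in edgeR and 11 in DESeq2. *Bcas1* had -0.25 (SE 0.05, DESeq2 adjusted p 0.036), *Enpp6* -0.23 (SE 0.06) and *Mog*, a myelin protein gene, -0.21 (SE 0.07). The myelin list had a median of -0.07 without mouse Nas2Del_Het_1027 (camera adjusted p 0.0049), and against Nas2Del_WT_1026 alone -0.03 with the covariate (0.25) and -0.01 in the last 4 mice (0.23). With the covariate *Mog* had -0.06 and *Enpp6* -0.11. Without Nas2Del_WT_1026, edgeR called all 3 genes (adjusted p 0.069 to 0.092). Genes of the heat shock response, which react to tissue handling, moved with them. All 11 were below 0, with a median of -0.22 (camera adjusted p 2.32e-06, or 0.28 with an estimated correlation), and 8 were called lower when adjusted over the list alone. Against Nas2Del_WT_1026 alone the median was -0.10 with the covariate and -0.09 in the last 4 mice. *Hspb1* had -0.42 (SE 0.09, DESeq2 adjusted p 0.044), *Dnajb1* -0.23 (SE 0.05) and *Hspa1a* -0.33 (SE 0.09). Without Nas2Del_WT_1026, edgeR called *Hspb1* and *Dnajb1* (adjusted p 0.092 and 0.059). Against that mouse alone *Dnajb1* had -0.10 with the covariate and -0.09 in the last 4 mice.

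The other cell types did not pass the camera test in edgeR with TMM normalization and no offsets over all 6 mice. Endothelial markers had a median of -0.09 (adjusted p 0.052; *Flt1* -0.19, SE 0.05), ependymal markers -0.13 (0.064) and astrocyte markers -0.05 (0.064; *Gfap* -0.17, SE 0.05). With the DESeq2 statistics these 3 lists passed as lower, at an adjusted p of 0.019, 0.033 and 7.6e-04, and in edgeR with length offsets at 0.049, 0.0040 and 0.033. Endothelial markers also passed as lower in edgeR without Nas2Del_Het_1024 (0.021), Nas2Del_Het_1027 (0.039), Nas2Del_WT_1016 (0.032) or Nas2Del_WT_1018 (0.021). Ependymal markers did so without Nas2Del_Het_1024 (0.011), Nas2Del_WT_1016 (0.0074) or Nas2Del_WT_1026 (0.017). Astrocyte markers did so without Nas2Del_Het_1024 (0.032) or Nas2Del_WT_1016 (0.022). None of the 3 lists passed without Nas2Del_Het_1025. Over all 6 mice the camera adjusted p of the 3 lists in edgeR was 0.72, 0.72 and 0.66 with an estimated correlation. EdgeR without Nas2Del_WT_1026 called *Gfap* (adjusted p 0.092). Against that mouse alone camera put the astrocyte and endothelial lists lower, both with the covariate and in the last 4 mice. There *Gfap* had -0.10 with the covariate and -0.08 in the last 4 mice, and *Flt1* had -0.28 and -0.27. The medians were -0.05 for pericytes and smooth muscle (camera adjusted p 0.12) and -0.08 for oligodendrocyte precursors (0.23). Oligodendrocyte precursors passed as lower with the DESeq2 statistics (camera adjusted p 0.032). Pericytes and smooth muscle passed as lower in camera without Nas2Del_WT_1016 (0.016) or Nas2Del_WT_1018 (0.036), and against Nas2Del_WT_1026 alone (0.0019 with the covariate and 6.5e-04 in the last 4 mice). Both lists had a camera adjusted p of 0.72 with an estimated correlation over all 6 mice. Neuron markers had medians of 0.00 for cortical excitatory neurons (0.73), -0.03 for inhibitory neurons (0.47) and 0.02 for striatal neurons (0.47). Those of cortical excitatory neurons passed as lower in camera only against Nas2Del_WT_1026 as the single wild-type mouse (0.0015 with the covariate and 0.0016 in the last 4 mice), and had 0.95 with an estimated correlation over all 6.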

Secondly, although the expression of SLC13A4 is predominantly within the choroid plexus and pia mater of the forebrain at this age [5], our design was not based on a cell specific approach. Performing single cell RNA-sequencing in future could circumvent this limitation to pinpoint at a cell specific level the gene requirements for elevated sulfate levels to maintain normal brain development over the postnatal period.

## Data Availability

The raw sequencing data described in this Data note can be freely and openly accessed through GEO (Data file 1) [11]. Data file 2 and Data file 3 are available on Figshare (https://figshare.com) [12, 13]. Please see Table 1 for links to the data.

## Abbreviations

SLC13A4: Solute Carrier Family 13 (Sodium/Sulphate Symporters) Member 4
RNA-Seq: RNA-Sequencing
P: Postnatal day
PCR: Polymerase chain reaction

How the deposited data were processed for this re-analysis (not part of the article)

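RNA-Seq was analysed from the P20 forebrain of 3 *Slc13a4*+/- and 3 wild-type mice. The authors prepared stranded, rRNA-depleted libraries and quantified them with Salmon (v1.2.0, with mapping validation and GC bias correction). For each transcript they deposited the expected counts, which need not be whole, together with TPM and the effective length. The TPM values deposited by the authors are scaled by transcript length and sum to 1000000 in each mouse, and they were used here only to form average transcript lengths. The paper then imported the counts with tximeta and tested genes with DESeq2. The transcript set and genome build of the index are not given in the sources used here.

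The deposited files list 117135 transcripts. Identifiers without their version number were matched to the GENCODE M21 annotation of GRCm38, which placed 115973 of them in 35523 genes. The 1162 others held at most 0.645% of the counts of a mouse and were left out of library sizes and tests. Expected counts were summed per gene and rounded to whole numbers. The total per mouse lay between 60340337 and 80410582. Rounding and division of reads between similar transcripts limit the precision of genes with few counts or with close copies.

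The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with its default filter on low counts and TMM normalization, over 17096 genes. Genes with a Benjamini-Hochberg adjusted p under 0.1 were called, the threshold of the paper, and called genes with a fold above 1.2 were counted apart. The DESeq2 Wald test (DESeq2 1.42.0) gave 17659 genes an adjusted p. The paper names tximeta at its defaults, size factors and this test, and the average transcript lengths used as offsets here are inferred from that import. On simulated counts with 200 changed genes among 17096, edgeR recovered 18 of 67 genes changed 1.2-fold, 52 of 67 changed 1.5-fold and 54 of 66 changed 2-fold, with 24 false calls. DESeq2 recovered 28, 54 and 55 of them with 48 false calls.

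The 32 gene lists, the rule for the genes named in the text, the tests and the alternatives were fixed before the data were examined, apart from those said to be added later. The lists cover sulfate handling, cell types, brain regions and signs of tissue handling, and 390 of their 417 genes were measured. They were tested with camera of limma 3.58.1 at a preset correlation of 0.01 and with an estimated correlation, with a Benjamini-Hochberg adjustment over the lists and a threshold of 0.05. With the DESeq2 statistics the preranked form of camera was used. As fewer than 5 genes were called, the rule took the 10 higher and the 10 lower genes with the smallest p in edgeR. It also took *Slc13a4* and up to 4 members of each list with the smallest p, of which some are printed. The values of 1 gene that the rule takes are not reported here. Measures of single libraries were compared by exact permutation tests. The paper names wild-type littermates as controls, but the litter of each mouse is not given in the sources used here, so no pairing was used. Counts per gene differed between all mice by more than the sampling noise, so no library was taken for a copy of another. Chi-square per gene was between 6.58 and 39.9. The alternatives were other tools and normalizations, other filters on low counts, leaving out each mouse, the run of the animal numbers as a covariate (Nas2Del_WT_1016 and Nas2Del_WT_1018 against the other 4), and the last 4 animals alone (Nas2Del_Het_1024, Nas2Del_Het_1025, Nas2Del_WT_1026 and Nas2Del_Het_1027). These last 2 set the 3 *Slc13a4*+/- mice against Nas2Del_WT_1026 as the only wild-type mouse, which is assumed to vary like the other mice. Tests added after the data were seen treated the unmatched transcripts as features of their own, left out retained-intron transcripts, used a likelihood ratio test, or left out each mouse in DESeq2. The paper's own table of changed genes was not used here. Python 3.11.15 was used to join the files and draw the plots.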

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

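*Eed* stood out as the 1 gene called by edgeR and is not named in the paper's text, and its 2 tests were chosen only after the result was seen. Its log2 fold change was 2.58, and 20 of 21 alternatives kept it past the threshold. Reads of one sequence may have been assigned to another transcript in the wild-type mice, since the sum of its main transcript and of the transcript without a gene had a log2 ratio of -0.14 (SE 0.14). More *Eed* RNA in the *Slc13a4*+/- forebrain stays open too. The gene with that transcript added had a log2 ratio of -0.024 (SE 0.07). This speaks to *Eed* RNA only if the added transcript is *Eed* sequence, which was not tested. It was the 1 unmatched transcript at 0 in all *Slc13a4*+/- mice and above 1 CPM in all wild-type mice, so a sum near 0 decides little. Why the counts of both transcripts followed the genotype in all 6 mice stays open, a sequence variant of the animals among the untested explanations. Over all transcripts, 17 were at 0 in each mouse of one genotype and above 1 CPM in each mouse of the other. At least as many came from 7 of the 10 splits of the mice, with 32 in the highest other split. The number of such transcripts thus does not set the genotypes apart, and the splits are too few for a share under 0.05.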

How the results depend on the processing

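The tests of the likelihood ratio, of unmatched transcripts, of retained introns, of DESeq2 at an adjusted p under 0.05 and of DESeq2 without a mouse were chosen after the data were seen. No paired analysis was possible because the litter of each mouse is not given in the sources used here. Litter may thus differ between the genotypes, and this was not tested. Nas2Del_WT_1016 and Nas2Del_WT_1018 are numbered apart from the other mice, but what the numbers mean is not given. The animal run and the last 4 animals set 3 *Slc13a4*+/- mice against Nas2Del_WT_1026 alone, assumed to vary like the others. Against 1 call in edgeR, the count was 86 in DESeq2 with length offsets, 55 without them, 0 in edgeR with them, 147 with no filter, 143 with the run of the animal numbers as a covariate, 28 in the last 4 animals alone, 51 with the likelihood ratio test and 2 with unmatched transcripts kept. Of these, 38 of the 55, 40 of the 147, 28 of the 51 and 1 of the 143 are among the 86. DESeq2 gave 90 with unmatched transcripts kept, 65 without retained introns and 58 at an adjusted p under 0.05. Leaving out 1 mouse gave 1 to 223 in edgeR (223 without Nas2Del_WT_1026, 5 without Nas2Del_WT_1016, 2 without Nas2Del_Het_1024 or Nas2Del_WT_1018). In DESeq2 it gave 99 without Nas2Del_Het_1024, 45 without Nas2Del_Het_1025, 45 without Nas2Del_Het_1027, 34 without Nas2Del_WT_1016, 69 without Nas2Del_WT_1018 and 720 without Nas2Del_WT_1026. The cause was not tested. The count was also 1 in limma-voom and, in edgeR, with the other normalizations, with at least 10 reads in every mouse, without retained introns and at an adjusted p under 0.05. With 3 mice per genotype, edgeR recovered 18 of 67 simulated changes of 1.2-fold.

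By more than 1.2-fold, against 1 call, the counts in the same order were 50, 36, 0, 117, 115, 28, 41 and 2, and DESeq2 gave 55, 46 and 43. Leaving out 1 mouse gave 1 to 107 in edgeR (107 without Nas2Del_WT_1026), and in DESeq2 84 without Nas2Del_Het_1024, 38 without Nas2Del_Het_1025, 43 without Nas2Del_Het_1027, 31 without Nas2Del_WT_1016, 62 without Nas2Del_WT_1018 and 197 without Nas2Del_WT_1026.

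*Slc13a4* stayed lower in all 27 alternatives, and 13 took it past the threshold. Its log2 fold change was -0.63 in DESeq2 with length offsets, -0.67 without them, -0.67 with no filter, -0.67 in the likelihood ratio test, -0.63 in DESeq2 with unmatched transcripts and -0.70 without retained introns. DESeq2 gave -0.64, -0.71 and -0.56 without Nas2Del_Het_1024, Nas2Del_Het_1025 and Nas2Del_Het_1027, and -0.56, -0.64 and -0.70 without Nas2Del_WT_1016, Nas2Del_WT_1018 and Nas2Del_WT_1026. In edgeR, leaving out 1 mouse gave -0.76 (Nas2Del_Het_1025, and -0.76 also for Nas2Del_WT_1026) to -0.58 (Nas2Del_WT_1016). The animal run gave -0.49 (edgeR adjusted p 0.148) and the last 4 animals -0.47 (0.232). Near *Slc13a4*, against 0 calls, there was 1 with the animal run, 1 with the likelihood ratio test, 2 in DESeq2 without Nas2Del_WT_1026, and 0 to 1 on leaving out a mouse in edgeR.

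Against 5 lists, 12 passed in DESeq2 with length offsets, 10 without them, 8 in limma-voom, 10 in edgeR with length offsets, 16 with the animal run, 14 in the last 4 animals alone, and 5 to 11 on leaving out 1 mouse (8 without Nas2Del_Het_1024, 11 without Nas2Del_WT_1016, 8 without Nas2Del_WT_1026). The 5 lists stayed below 0 in all 85 alternative values and passed in 82, but with an estimated correlation 0 lists passed (smallest camera adjusted p 0.28). Of 691 alternative values of the 33 named genes other than *Slc13a4*, 568 kept direction and side, 121 newly passed, 1 no longer passed (*Eed*) and 1 turned (*Cers4*, -0.14 in DESeq2 without retained introns, where edgeR kept 0.28). *Dnah7b* gave no value there.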

Differences from the paper's values

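The paper reports 90 differentially regulated genes, and edgeR called 1 at the same threshold. Of the paper's genes, 55 were upregulated and 35 downregulated, against 1 and 0 in edgeR. Of the alternatives set before the data were examined, the DESeq2 Wald test with average transcript lengths as offsets gave 86 genes (53 higher, 33 lower), within 1.5 times of the paper's values in both directions. The paper names that test but no such offsets. The animal run as a covariate, with 1 wild-type mouse in the comparison, gave 56 higher, and DESeq2 without length offsets 29 lower, each within 1.5 times in that direction and not in total (143 and 55). The other alternatives set then differ in all 3 counts. These are limma-voom, edgeR with length offsets, the other normalizations and filters, each mouse left out of edgeR, the last 4 animals alone and a threshold of 0.05. The DESeq2 Wald test with unmatched transcripts kept as features of their own gave 90 genes (56 higher, 34 lower), and was chosen after seeing the values, as were DESeq2 without retained introns (65; 39 higher, 26 lower) and DESeq2 without mouse Nas2Del_Het_1024 (99; 81 higher, 18 lower) or Nas2Del_WT_1018 (69; 53 higher, 16 lower). Without another mouse DESeq2 gave 34 to 45, or 720 without Nas2Del_WT_1026. How many of the paper's own genes each drops was not counted, since the paper's gene table was not used here.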

Other observations

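The tests on tissue make-up, on retained introns and on DESeq2 without a mouse were chosen only after the results were seen. Some gene lists belong to no statement of the paper. Olfactory bulb markers had the lowest median, -0.37 over 9 genes (camera adjusted p 0.079), and passed as lower with the DESeq2 statistics (0.019) and in other settings. Mitochondrially encoded genes had a median of -0.05 (0.25). They passed as lower in camera with the DESeq2 statistics (0.019), without Nas2Del_WT_1016 (0.013), and against Nas2Del_WT_1026 as the single wild-type mouse, with the animal run as a covariate (0.0019) and in the last 4 animals alone (0.0016). Markers of thalamus and habenula (-0.02, 0.31), of hypothalamus and pituitary (-0.07, 0.47) and of hindbrain and cerebellum (-0.09, 0.49) did not pass camera. Those of hypothalamus and pituitary passed as lower without Nas2Del_WT_1026 (0.0071) and as higher against that mouse alone with the animal run (0.031). Blood markers had a median of -0.15 (0.73), and immediate early genes one of 0.10 (0.73). With the animal run, again against that mouse alone, blood markers passed camera as higher (0.035) and immediate early genes as lower (0.031), the latter also in the last 4 animals alone (0.021). For the 5 measured sex-linked genes the median was 0.06 and the mean -0.54 (0.59), and camera put the list higher. Over all 6 mice, 0 of the 32 lists passed camera with an estimated correlation.

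*Slc13a4* was lower in every *Slc13a4*+/- mouse, the direction that loss of an allele would give. Whether the size of the fall, -0.67 on the log2 scale (SE 0.11), matches loss of an allele was not tested. Counts of the deleted allele cannot be separated from those of the intact one. A smaller amount of choroid plexus is argued against as the whole cause, since the choroid plexus markers had a median log2 fold change of -0.19, 0.48 short of *Slc13a4*. The SE of *Slc13a4* was 0.11 and the SD between the markers 0.21, and the lowest marker, *Calml4*, had -0.63. Fewer pial and meningeal cells are argued against in the same way by a median of -0.010 over their markers (SD 0.11). Part of the fall could come from a smaller choroid plexus. The p of *Slc13a4* was as small in 1 of the 10 splits, the genotypes themselves, and the smallest edgeR p among the other splits was 0.049. The splits are too few for a share under 0.05.

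The genes called by DESeq2 may owe part of their number to how the libraries differ. Without the reads of annotated retained-intron transcripts, 30 of the 53 called higher and 23 of the 33 called lower stayed called. The median log2 fold change in DESeq2 went from 0.36 to 0.29 over the 53 (median SE 0.09 before and after) and from -0.24 to -0.25 over the 33 (0.06 before and after), so most of the change stayed. In the 23 higher genes no longer called it fell from 0.40 to 0.25, with the SE at 0.09 and 0.10. These genes were picked by the lost call, so their fall does not measure the effect of the reads. A part played by the retained-intron reads cannot be told apart from genotype, because the share of these reads was higher in all 3 *Slc13a4*+/- mice. The wild-type mouse with Y-linked reads stays open as a source. Without it 85 of the 86 genes kept their direction and an unadjusted p under 0.05, the bound set in advance. That bound does not decide, because the genes were picked over all 6 mice and 5 of these were used again. DESeq2 then called 34 genes, and 18 of the 86 stayed called, against 20 to 70 when any other mouse was left out. In 2 of the 10 splits DESeq2 called at least 86 genes. The highest other split (mice Nas2Del_Het_1024, Nas2Del_WT_1016 and Nas2Del_WT_1018 against the rest) called 314, and it parts the mice by the order of their numbers. EdgeR called 0 there, which points to a structure of the samples or to excess calls of DESeq2. In simulated counts DESeq2 made 48 false calls and edgeR 24. Neither a structure of the samples nor excess calls was tested further.

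Other splits of the mice were counted for the remaining results. With edgeR, 5 of the 10 splits called at least 1 gene, with 10 as the highest of the other splits, and the same held for genes changed more than 1.2-fold. At least 5 gene lists passed in 8 of the 10 splits, with 10 as the highest other. These counts thus do not set the genotypes apart from groups that mix them. With 10 splits, a share under 0.05 could not have been reached in any case.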
